# Neuregulin 4 mediates the metabolic benefits of mild cold exposure by promoting beige fat thermogenesis

**DOI:** 10.1172/jci.insight.172957

**Published:** 2024-01-09

**Authors:** Zhimin Chen, Peng Zhang, Tongyu Liu, Xiaoxue Qiu, Siming Li, Jiandie D. Lin

**Keywords:** Endocrinology, Metabolism, Adipose tissue, Mouse models

## Abstract

Interorgan crosstalk via secreted hormones and metabolites is a fundamental aspect of mammalian metabolic physiology. Beyond the highly specialized endocrine cells, peripheral tissues are emerging as an important source of metabolic hormones that influence energy and nutrient metabolism and contribute to disease pathogenesis. Neuregulin 4 (Nrg4) is a fat-derived hormone that protects mice from nonalcoholic steatohepatitis (NASH) and NASH-associated liver cancer by shaping hepatic lipid metabolism and the liver immune microenvironment. Despite its enriched expression in brown fat, whether NRG4 plays a role in thermogenic response and mediates the metabolic benefits of cold exposure are areas that remain unexplored. Here we show that Nrg4 expression in inguinal white adipose tissue (iWAT) is highly responsive to chronic cold exposure. Nrg4 deficiency impairs beige fat induction and renders mice more susceptible to diet-induced metabolic disorders under mild cold conditions. Using mice with adipocyte and hepatocyte-specific Nrg4 deletion, we reveal that adipose tissue–derived NRG4, but not hepatic NRG4, is essential for beige fat induction following cold acclimation. Furthermore, treatment with recombinant NRG4-Fc fusion protein promotes beige fat induction in iWAT and improves metabolic health in mice with diet-induced obesity. These findings highlight a critical role of NRG4 in mediating beige fat induction and preserving metabolic health under mild cold conditions.

## Abstract 2

Neuregulin 4 promotes beige fat induction and preserves the metabolic benefits of chronic cold exposure.

## Introduction

Adipose thermogenesis serves as a protective mechanism against hypothermia during cold exposure, while also playing a crucial role in systemic energy balance and metabolic homeostasis. Unlike white adipocytes, brown and beige adipocytes possess biochemical pathways that convert chemical energy into heat. These pathways include uncoupled respiration mediated by uncoupling protein 1 (UCP1) and UCP1-independent thermogenesis through futile substrate cycling (1–4). The thermogenic gene program involves the transcriptional activation of genes involved in fuel uptake, mitochondrial oxidation, and thermogenesis. Previous studies have established that brown and beige fat mass and/or activity are associated with healthy metabolic profiles in both rodent models and humans (5, 6). Conversely, decreased brown adipose tissue (BAT) activity has been linked to nonalcoholic fatty liver disease in humans (7).

Environmental temperature exerts a strong effect on adipose thermogenesis and systemic metabolic parameters. Mice housed at thermoneutral temperature (30°C) exhibit increased weight gain and impaired glucose homeostasis when subjected to a high-fat diet (HFD) (8). The importance of brown fat in systemic energy metabolism is evident from genetic studies involving brown fat ablation, since mice lacking brown fat display cold sensitivity and an increased susceptibility to developing metabolic syndrome (9). Conversely, cold-induced activation of brown fat leads to elevated energy expenditure, reduced adiposity, and enhanced triglyceride clearance (10–12). Moreover, brown fat thermogenesis has been shown to alleviate liver inflammation via a UCP1-dependent mechanism (13) and protects mice from alcohol-induced liver steatosis and injury (14). Notably, both cold-induced and pharmacological activation of adipose thermogenesis have been found to enhance glucose utilization and improve insulin sensitivity in humans (15, 16). These findings offer promising prospects for targeting adipose thermogenesis as a potential therapeutic approach to enhance metabolic health in humans.

Beyond their thermogenic function, brown and beige adipocytes also secrete endocrine hormones such as Neuregulin 4 (NRG4), Myostatin, BMP8b, and FGF21 (17, 18). These secreted factors act on other tissues to influence systemic metabolism and disease pathogenesis. Additionally, brown fat releases various bioactive lipids, such as 12-HEPE, 12,13-DiHOME, and maresin 2, which regulate whole body energy metabolism and facilitate the resolution of tissue inflammation in response to cold exposure (19–21). In previous studies, we identified NRG4 as a brown fat–enriched secreted factor that protects mice from diet-induced metabolic disorders (22). NRG4 expression is reduced in adipose tissue from obese mice, and lower plasma NRG4 levels are associated with obesity, insulin resistance, and NAFLD in humans (22–24). Hepatic NRG4 signaling protects hepatocytes from stress-induced injury and improves diet-induced NASH pathologies (25). Furthermore, NRG4 reprograms the liver immune microenvironment and inhibits the development of NASH-related liver cancer (26). Brown fat–derived NRG4 alleviates endothelial inflammation and atherosclerosis in mice (27). Within adipose tissue, NRG4 has been implicated in the regulation of sympathetic innervation and adipose inflammation (28–30). Despite its enriched expression in thermogenic adipose tissue, whether Nrg4 plays a role in cold-induced beige fat formation and contributes to the beneficial metabolic effects of cold exposure have not been explored.

To address this knowledge gap, we utilized whole-body and conditional *Nrg4*-KO mouse models and demonstrated that adipocyte-derived NRG4 is essential for inducing beige fat induction and mediating the metabolic benefits associated with mild cold exposure. Moreover, our work revealed that the administration of recombinant NRG4-Fc fusion protein promotes beige fat induction and alleviates diet-induced metabolic disorders.

## Results

### Differential regulation of adipose Nrg4 expression by temperature.

*Nrg4* was initially identified as a brown fat–enriched endocrine factor that improves insulin resistance and hepatic steatosis during diet-induced obesity (22, 25, 26). Recent work has demonstrated that NRG4 signaling serves as a checkpoint for NASH progression and the development of NASH-associated liver cancer (25, 26). Despite its abundant expression in brown fat, *Nrg4* is largely dispensable for brown fat development and defense against acute cold exposure in mice (22). However, the physiological role of NRG4 in beige adipocyte development and energy balance has not been fully elucidated. To address this, we first examined *Nrg4* expression in different fat depots from mice housed at thermoneutral (TN) temperature (30°C), ambient room temperature (RT; 25°C), or following chronic cold acclimation (CA; 10°C). As expected, brown adipocytes from mice housed at TN temperature contained larger lipid droplets compared with RT and CA groups (Figure 1A). CA stimulated robust beiging of inguinal white adipose tissue (iWAT), as indicated by marked induction of *Ucp1* mRNA expression and the presence of multilocular UCP1^+^ beige adipocytes (Figure 1, A–C). We observed that *Nrg4* mRNA expression was strongly induced in iWAT following CA and, to a lesser extent, in brown fat and epididymal WAT (eWAT). In contrast, hepatic *Nrg4* expression was comparable in mice housed at different temperatures.

We previously generated a mouse strain carrying a LacZ reporter inserted between exons 3 and 5 of the *Nrg4* genomic locus (Nrg4^Lacz^; Figure 2A) (26, 29). LacZ gene expression is indicative of the transcriptional activity from the endogenous *Nrg4* promoter, providing an independent tool to track *Nrg4* expression in mouse tissues. We subjected a cohort of heterozygous *Nrg4^Lacz^* mice to housing at different temperatures and performed whole-mount LacZ staining in adipose tissue and the liver, followed by fixation and sectioning. Like endogenous *Nrg4*, the highest β-galactosidase (β-gal) activity was observed in brown fat from mice housed at ambient RT (Figure 2, B and C). LacZ staining appeared relatively weak in iWAT from mice housed at TN and ambient RTs. In contrast, we observed strong β-gal activity in iWAT from cold-acclimated mice, consistent with the robust induction of endogenous *Nrg4* expression under this condition. Compared with BAT and iWAT, LacZ staining in eWAT was relatively weak and was slightly induced by CA. These results demonstrate that adipose tissue Nrg4 expression in adipose tissue is highly responsive to environmental temperature and correlated with cold-induced beige adipogenesis in iWAT.

### NRG4 is required for beige adipocyte induction and preservation of metabolic health.

Activation of the beige fat program is associated with metabolic health in mice and humans (31, 32). Recent single-cell RNA-Seq studies indicate that *Nrg4* is abundantly expressed in beige adipocytes (33). Importantly, NRG4 serves as a molecular marker of beige adipocyte precursor cells in human adipose tissue (34). We next examined whether NRG4 signaling may be required for beige adipogenesis and metabolic health under conditions of beige fat activation. To address this, we subjected a cohort of WT and *Nrg4*-KO littermates to HFD feeding under mild cold conditions (16°C) for 10 weeks. We reasoned that this housing temperature would allow us to determine the extent to which the metabolic effects of NRG4 is linked to its role in beige fat induction. Compared with control, *Nrg4-*KO mice exhibited lower rectal body temperature and gained significantly more body weight upon HFD feeding (Figure 3, A and B). While brown fat mass was similar between 2 groups, iWAT and eWAT mass were significantly increased in *Nrg4*-deficient mice (Figure 3C). To our surprise, mice lacking NRG4 had reduced daily food consumption by approximately 20% (Figure 3D). Measurements of plasma metabolites indicated that blood glucose and plasma lipids, including total cholesterol, free fatty acids (FFA), and triglycerides, were comparable between 2 groups (Figure 3E). Plasma ketone concentrations were slightly elevated in *Nrg4-*KO mice. Glucose-tolerance tests (GTTs) and insulin-tolerance tests (ITTs) revealed that *Nrg4* deficiency exacerbated glucose intolerance and insulin resistance following HFD feeding at lower housing temperatures (Figure 3F). These results demonstrate that NRG4 is required for maintaining systemic energy balance and metabolic health under mild cold conditions.

Given that *Nrg4-*KO mice exhibited increased weight gain and reduced food intake (Figure 3, B and D), it is likely that *Nrg4* deficiency may increase energy efficiency in mice due to impaired beige fat induction. In support of this, histological analysis indicated that, compared with control, the abundance of multilocular UCP1^+^ beige adipocytes was greatly reduced in iWAT from *Nrg4-*KO mice (Figure 4A). iWAT adipocytes from mice lacking NRG4 contained larger and mostly unilocular lipid droplets. Analysis of thermogenic gene expression indicated that *Ucp1* mRNA and protein levels were substantially lower in iWAT from *Nrg4*-deficient mice than WT control (Figure 4, B and C). In contrast, histological appearance of brown fat from WT and *Nrg4*-KO mice were nearly indistinguishable. Interestingly, *Ucp1* mRNA and protein expression was also slightly decreased in the absence of NRG4 under HFD feeding at mild cold temperature. We previously demonstrated that NRG4 signaling inhibits hepatic lipogenesis in HFD-fed mice (22). Immunoblotting analysis using antibodies specific for protein kinase A (PKA) substrates revealed that phosphorylation of some PKA substrates was reduced in iWAT and BAT from *Nrg4*-null mice (Figure 4B). Interestingly, protein levels of tyrosine hydroxylase, a molecular marker of sympathetic innervation, were lower in brown fat, but not iWAT, from *Nrg4*-deficient mice. These results indicate that NRG4 exerts distinct effects on different fat depots.

### Adipose but not hepatic Nrg4 is required for cold-induced browning.

While *Nrg4* is most abundantly expressed in adipose tissue, including BAT and WAT, its expression is readily detectable in the liver, albeit at lower levels compared with adipose tissue (22). To determine whether adipose or hepatic NRG4 drives beige fat induction during CA, we generated conditional KO mice that lack NRG4 in adipocytes and hepatocytes using Adiponectin-Cre and Albumin-Cre drivers, respectively. Adipocyte-specific *Nrg4*-KO (AKO) mice were nearly indistinguishable from fl/fl control littermates when maintained at normal ambient temperature. To determine whether adipocyte-derived NRG4 is responsible for cold-induced beiging of iWAT, we subjected chow-fed fl/fl and AKO mice to CA at 8°C for 12 days. H&E analysis indicated that iWAT from cold-acclimated fl/fl mice contained abundant multilocular beige adipocytes (Figure 5A). In contrast, the abundance of beige adipocytes was greatly diminished in fat-specific *Nrg4*-KO mice. Accordingly, rectal body temperature of AKO mice was significantly lower than the control group (Figure 5B). Gene expression analysis indicated that, as expected, *Nrg4* mRNA was nearly absent in AKO mouse BAT and iWAT. While mRNA levels of *Ucp1*, *Dio2*, and *Cox7a1* were comparable in brown fat from control and AKO mice, the expression of these thermogenic genes was significantly decreased in iWAT in the absence of NRG4 (Figure 5C). In addition, UCP1 protein levels were also reduced in AKO iWAT (Figure 5D). 

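RNA-Seq counts the sequencing reads that align to each gene. Inguinal white adipose tissue (iWAT), a subcutaneous fat depot, was profiled in 3 control (fl/fl) and 3 AKO samples, and each sample held RNA pooled from 2 mice. The paper gives 12 days of cold acclimation at 8°C, and the sample labels give 10 days. The authors aligned the reads to the mouse genome with STAR, counted them per gene with featureCounts and divided the counts by DESeq2 size factors. They deposited these normalized counts for 16538 genes beside their own fold changes and p-values. Within each sample, every value was a whole multiple of the value of a single read, so that whole reads were recovered for 100% of the values. The control samples had 17635879, 17570335 and 18128524 reads on the listed genes (median 17635879), and the AKO samples had 18373707, 17995218 and 18244614 (median 18244614). The 13855 genes with a mean of at least 10 normalized counts were compared on the log2(normalized count + 1) scale with limma. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. Fold changes on this scale understate the change of genes with low counts. A 2-sided exact permutation test of 3 samples against 3 cannot give a p below 0.1.

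Nrg4, the gene inactivated in AKO mice, lies on the minus strand of chromosome 9 of GRCm38 from 55220222 to 55326844. Its principal annotated transcript has 8 exons and 1927 bases, of which the last exon holds 1186 bases (61.55%). The counts sum the reads of all exons, and 6.06% of the exonic bases of the gene are shared with Fbxo22 on the opposite strand. The control samples had 3128, 3102 and 3092 normalized counts of Nrg4, and the AKO samples had 2577, 2627 and 2691. The means were 3108 ± 18.3 (SD, n = 3) in control and 2632 ± 57.3 (SD, n = 3) in AKO, a fall of 15.3%. Every AKO sample was below every control sample (exact permutation test, p = 0.1). The groups are those of the sample labels, which reads on the whole gene do not check beyond this difference. The log2 fold change was -0.24 (standard error 0.05), with an adjusted p of 0.298 from limma. With each sample left out in turn, the log2 fold change stayed between -0.26 and -0.22. The adjusted p ranged from 0.0682 with DESeq2 to 0.632 across the alternative settings, and Nrg4 was called under none of them.

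**Figure D1:**
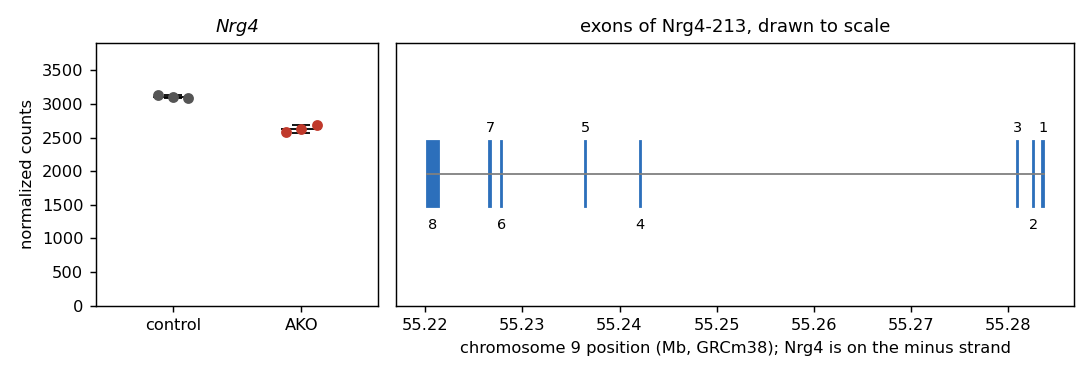
Normalized counts of Nrg4 in each iWAT sample (points) with the mean and SD of the 3 samples per group, and the exons of this transcript drawn to scale on chromosome 9. The AKO samples sit between 2577 and 2691 normalized counts, below the control samples at 3092 to 3128.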

We performed RNA-Seq analysis on iWAT from cold-acclimated control and AKO mice (Figure 5E). 

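The paper assigns Ehhadh, Acaa2 and Cox7a1 to mitochondrial fuel oxidation. Ehhadh (chromosome 16, 21761287 to 21787807) fell from 4343 ± 590.4 normalized counts (SD, n = 3) in control iWAT to 2891 ± 116 (SD, n = 3) in AKO iWAT. This was a log2 fold change of -0.58 (standard error 0.10, adjusted p = 0.205 from limma). Acaa2 (chromosome 18, 74779197 to 74806208) had 5355 ± 908 normalized counts (SD, n = 3) in control and 3598 ± 312 (SD, n = 3) in AKO, with a log2 fold change of -0.56 (standard error 0.12, adjusted p = 0.295 from limma). Cox7a1 (chromosome 7, 30184144 to 30186078) had 574 ± 157 normalized counts (SD, n = 3) in control and 269 ± 51.0 (SD, n = 3) in AKO. Its log2 fold change was -1.07 (standard error 0.21, adjusted p = 0.233 from limma). Of the thermogenic genes, Ucp1 (chromosome 8, 83290352 to 83298452) had 20093 ± 4631 normalized counts (SD, n = 3) in control and 6013 ± 1575 (SD, n = 3) in AKO. Its log2 fold change was -1.75 (standard error 0.21, adjusted p = 0.0703 from limma). Dio2 (chromosome 12, 90724552 to 90738438) had 625 ± 94.5 normalized counts (SD, n = 3) in control and 251 ± 87.6 (SD, n = 3) in AKO, with a log2 fold change of -1.36 (standard error 0.24, adjusted p = 0.205 from limma). Cidea (chromosome 18, 67343604 to 67367785) had 5863 ± 1303 normalized counts (SD, n = 3) in control and 3282 ± 400.2 (SD, n = 3) in AKO, with a log2 fold change of -0.82 (standard error 0.16, adjusted p = 0.227 from limma). For each of these 6 genes, every AKO sample was below every control sample (exact permutation test, p = 0.1). None passed the adjusted threshold with limma, and all were called with DESeq2 on the recovered reads, with adjusted p-values from 5.3e-07 (Dio2) to 0.000544 (Acaa2).

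Over all genes tested, limma called 2, Elovl3 and Zfp949. Before adjustment, 1261 genes had a p under 0.05 (650 lower and 611 higher in AKO). The groups did not overlap for 2003 genes (14.5%), where the mean over all splits of the samples into 3 and 3 is 10%. That share was not computed for each other split. Other splits gave from 219 to 1240 genes with a p under 0.05 before adjustment from limma. Neither the 1261 nor the 2003 genes therefore show an effect of genotype by themselves. The number of calls changed most with DESeq2, which called 149 genes (113 lower and 36 higher), and all 149 have an adjusted p under 0.05 in the authors' deposited table. The quasi-likelihood test of edgeR on the same reads called 3. Elovl3 (chromosome 19, 46131897 to 46135694), a fatty acid elongase gene, had 1075 ± 218 normalized counts (SD, n = 3) in control and 342 ± 45.5 (SD, n = 3) in AKO, with a log2 fold change of -1.64 (standard error 0.15, adjusted p = 0.0350 from limma). Zfp949 (chromosome 9, 88548020 to 88571061), a zinc finger protein gene, had 119 ± 14.1 normalized counts (SD, n = 3) in control and 301 ± 20.4 (SD, n = 3) in AKO. Its log2 fold change was 1.33 (standard error 0.12, adjusted p = 0.0350 from limma), and 9 of the 31 other tested genes within 5 Mb of it also had a p under 0.05 before adjustment. With each sample left out in turn, both genes passed the threshold only without control replicate 2.

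Sets of genes were tested with camera of limma with an inter-gene correlation of 0.01. The mean log2 fold change was -0.56 over 29 thermogenic genes, of which 24 were lower in AKO (FDR = 7.7e-14). It was -0.40 over 32 fatty acid oxidation genes (31 lower, FDR = 1.8e-24) and -0.29 over 21 TCA cycle genes (21 lower, FDR = 6.2e-14). Over 83 oxidative phosphorylation genes it was -0.16 (78 lower, FDR = 6.2e-14). The mean score of the set was lower in every AKO sample than in every control sample for the thermogenic, fatty acid oxidation and TCA cycle genes (exact permutation test, p = 0.1 each). For oxidative phosphorylation the scores of the groups overlapped (exact permutation test, p = 0.3). The most highly expressed members included, beside Ucp1 and Cidea, Adrb3 (log2 fold change -0.28) for thermogenesis and Acsl1 (-0.13) and Hadha (-0.48) for fatty acid oxidation. For the TCA cycle they included Cs (-0.26) and Ogdh (-0.44), and for oxidative phosphorylation Atp5b (-0.29), Atp5a1 (-0.23) and Sdha (-0.22). When the inter-gene correlation was estimated for each set in place of 0.01, none of these sets passed, with an FDR of 0.219 for the thermogenic and fatty acid oxidation sets, 0.255 for the TCA cycle and 0.319 for oxidative phosphorylation. The genes of the Figure 5E heatmap were selected for a change in these same samples, so that leaving them out brings the mean of a set that holds them closer to 0 by design. Without them, the mean log2 fold change was -0.04 for the thermogenic set (FDR = 0.0917), -0.32 for fatty acid oxidation (FDR = 2.4e-18) and -0.14 for oxidative phosphorylation (FDR = 5.3e-13). The TCA cycle set held none of the heatmap genes, so that its mean stayed at -0.29 and the removal did not test it. The paper assigns many of the genes it finds lower in AKO iWAT to mitochondrial fuel oxidation and adipose thermogenesis. The 6 genes above are those it names for these functions, and it does not name the TCA cycle or oxidative phosphorylation.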

Differential gene expression analysis indicated that many genes downregulated by *Nrg4* inactivation correspond to mitochondrial fuel oxidation (*Ehhadh*, *Acaa2*, *Cox7a1*) and adipose thermogenesis (*Ucp1*, *Dio2*, *Cidea*). Interestingly, mRNA expression of *Chrna2*, a subunit of the nicotinic acetylcholine receptor implicated in beige fat development (35, 36), was markedly reduced by Nrg4 deficiency. 

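Chrna2 lies on chromosome 14 of GRCm38 from 66135039 to 66152948. It had 258, 331 and 293 normalized counts in the control samples and 179, 128 and 169 in the AKO samples, with means of 294 ± 36.7 (SD, n = 3) and 158 ± 26.9 (SD, n = 3). All AKO samples were below all control samples (exact permutation test, p = 0.1). The log2 fold change was -0.89 (standard error 0.15), with an adjusted p of 0.205 from limma and 0.000544 from DESeq2 on the recovered reads. With each sample left out in turn, the log2 fold change stayed between -0.99 and -0.75. The adjusted p ranged from 0.000544 to 0.531 across the alternative settings, and DESeq2 was the only one of these settings under which Chrna2 was called.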

Several genes involved in inflammatory signaling were upregulated in iWAT from AKO mice, including *Il1rl2*, *Gpnmb*, *Timd4*, and *Cxcl13*. 

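Il1rl2 (chromosome 1, 40324610 to 40367562) had 243 ± 34.2 normalized counts (SD, n = 3) in control and 356 ± 54.8 (SD, n = 3) in AKO. Its log2 fold change was 0.55 (standard error 0.15, adjusted p = 0.374 from limma). Gpnmb (chromosome 6, 49036546 to 49070929) had 429 ± 68.7 normalized counts (SD, n = 3) in control and 681 ± 76.0 (SD, n = 3) in AKO, with a log2 fold change of 0.67 (standard error 0.13, adjusted p = 0.240 from limma). Timd4 (chromosome 11, 46810800 to 46844332) had 126 ± 7.26 normalized counts (SD, n = 3) in control and 201 ± 45.0 (SD, n = 3) in AKO. Its log2 fold change was 0.65 (standard error 0.16, adjusted p = 0.324 from limma). Cxcl13 (chromosome 5, 95956951 to 95961068) had 187 ± 47.6 normalized counts (SD, n = 3) in control and 356 ± 30.0 (SD, n = 3) in AKO, with a log2 fold change of 0.95 (standard error 0.17, adjusted p = 0.205 from limma). In each of the 4 genes, every AKO sample was above every control sample (exact permutation test, p = 0.1). DESeq2 on the recovered reads called Gpnmb (adjusted p = 0.00135) and Cxcl13 (adjusted p = 0.000334). Il1rl2 and Timd4 were called under no setting, and in the authors' deposited table their adjusted p-values are 0.0891 and 0.0864. With a score of skeletal muscle genes added to the DESeq2 model, the adjusted p was 0.229 for Gpnmb and 1.3e-05 for Cxcl13.

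Over 27 genes of inflammatory signaling, the mean log2 fold change was 0.20, and 8 of them were lower in AKO (FDR = 0.0062 from camera of limma). The most highly expressed members included Irf1 (log2 fold change -0.04) and Cxcl9 (-0.04). Over 26 macrophage genes, the mean was 0.29 and 2 were lower (FDR = 5.0e-07), with log2 fold changes of 0.35 for Lyz2, 0.39 for C1qa and 0.39 for Csf1r. Neither set held Il1rl2, Gpnmb, Timd4 or Cxcl13, so that the 2 means do not test the rise of the genes the paper names. The mean scores of the groups overlapped for both sets (exact permutation test, p = 0.3 for inflammatory signaling and p = 0.2 for macrophage genes). Both sets had an FDR of 0.319 when the inter-gene correlation was estimated for each set. With the correlation of 0.01, the inflammatory set did not pass without control replicate 2 (FDR = 0.0701) or without AKO replicate 1 (FDR = 0.160).

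**Figure D2:**
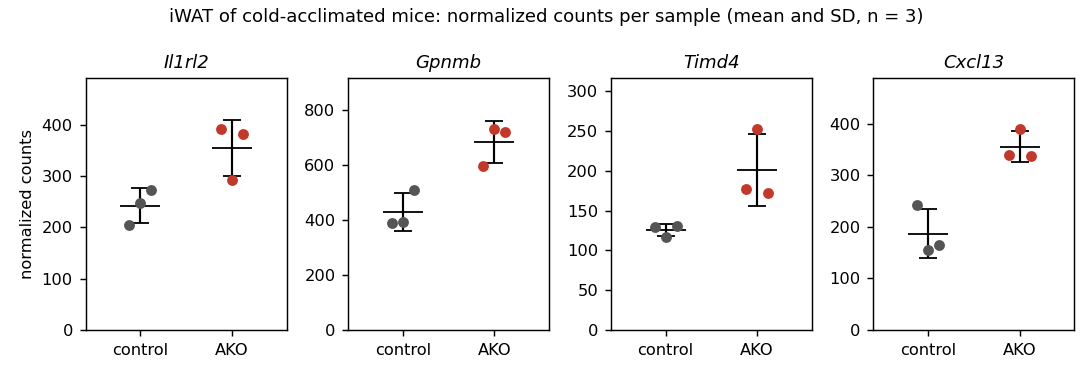
Normalized counts of Il1rl2, Gpnmb, Timd4 and Cxcl13 in each iWAT sample, with the mean and SD of the 3 samples per group. In each gene the 3 AKO samples lie above the 3 control samples.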

Despite the defects in iWAT beiging in AKO mice, adipocyte-specific *Nrg4* inactivation elicited modest effects on body weight and plasma metabolic parameters in HFD-fed mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.172957DS1). It is likely that NRG4 of nonadipose origins may contribute to systemic metabolic regulation.

To elucidate the role of hepatic NRG4 in beige fat induction, we generated hepatocyte-specific *Nrg4*-KO (LKO) mice. As expected, *Nrg4* mRNA expression in the liver was nearly abolished in LKO mice (Figure 6A). In contrast, adipose tissue expression of *Nrg4* in BAT and iWAT was comparable between fl/fl control and LKO mice. Rectal body temperature was similar between control and LKO mice following CA (Figure 6B). Quantitative PCR (qPCR) analysis of gene expression revealed that mRNA expression of key thermogenic genes in BAT and iWAT was largely unaffected by hepatic *Nrg4* ablation (Figure 6A). These findings demonstrate that NRG4 of adipose origin drives beige fat development in response to chronic CA.

We next examined whether NRG4 promotes beiging in a cell-autonomous manner. We isolated stromal vascular cells from WT and *Nrg4*-KO iWAT and subjected them to beige adipocyte differentiation. *Nrg4* deficiency did not significantly impair beige adipogenesis and thermogenic gene induction in response to isoproterenol (Supplemental Figure 2A). Similarly, thermogenic gene induction in differentiated C3H 10T1/2 adipocytes was comparable between Fc or NRG4-Fc treatment groups (Supplemental Figure 2B). These results suggest that NRG4 exerts its effects on beiging via a non–cell autonomous mechanism.

### NRG4-Fc fusion protein promotes beige adipogenesis and improves metabolic health in mice.

Having established that adipose NRG4 promotes beige fat induction and metabolic health, we next examined whether pharmacological intervention with recombinant NRG4 elicits beneficial metabolic effects in mice. We recently demonstrated that recombinant human NRG4-Fc (hNRG4-Fc) fusion protein suppresses the development of NASH-associated liver cancer (26). The NRG4-Fc fusion protein exhibited prolonged plasma half-life, reaching 3–5 days following a single injection, and acts as a potent ligand in stimulating ERBB4 signaling. We subjected a cohort of WT mice to HFD feeding for 1 month at 12°C before we randomly divided the cohort into 2 groups receiving 3 doses of Fc or hNRG4-Fc every other day until the end of the feeding study. Remarkably, mice that received hNRG4-Fc maintained a higher core temperature compared with mice receiving Fc (Figure 7A). Histological analysis revealed markedly increased browning of iWAT in mice treated with hNRG4-Fc (Figure 7B). Gene expression analysis indicated that mRNA levels of thermogenesis genes, such as *Ucp1*, *Cox7a1*, *Dio2*, and *Cidea*, were significantly elevated in iWAT from mice treated with hNRG4-Fc (Figure 7C). Accordingly, UCP1 protein levels in iWAT were strongly induced by hNRG4-Fc (Figure 7D). In contrast, thermogenic gene expression in BAT remained comparable between 2 treatment groups, indicating that hNRG4-Fc exerts depot-specific effects on the thermogenic gene program.

We further explored whether chronic treatments with hNRG4-Fc improve insulin sensitivity in HFD-fed obese mice. A cohort of WT mice were subjected to HFD feeding for 2 months. Blood glucose and plasma insulin levels were comparable prior to the initiation of treatments (Figure 7E). We performed i.p. injection of Fc or hNRG4-Fc (1.5 mg/kg) twice per week for a total of 9 weeks. Compared with Fc control, mice treated with hNRG4-Fc exhibited lower blood glucose and plasma insulin concentrations, indicative of improved insulin sensitivity upon hNRG4-Fc treatments. In support of this, ITTs revealed that mice treated with hNRG4-Fc displayed improved insulin sensitivity (Figure 7F). These results illustrate that pharmacological elevation of circulating NRG4 promotes beige fat induction and improves metabolic health in obese mice.

## Discussion

Adipocytes serve as an important source of endocrine hormones that regulate glucose and lipid metabolism and systemic energy balance (37, 38). *Leptin* and *adiponectin* are primarily secreted by white adipocytes, whereas *Nrg4* expression is enriched in brown and beige adipocytes. Adipose expression of *Nrg4* is highly sensitive to environmental temperature. As such, mice housed at TN temperature exhibited relatively low *Nrg4* expression in iWAT compared with those subjected to chronic CA. Using a LacZ reporter mouse strain that tracks endogenous *Nrg4* gene expression, we found that the strongest reporter gene activity was detected in multilocular adipocytes characteristic of beige adipocytes. Interestingly, *Nrg4* expression in brown adipocytes appeared to be moderately influenced by housing temperature, suggesting that distinct physiological signals and transcriptional mechanisms may underly *Nrg4* regulation in brown and beige adipocytes. While *Nrg4* expression is lower in the liver than adipose tissue. Hepatic *Nrg4* mRNA expression displays a robust diurnal rhythm (data not shown). Whether *Nrg4* secretion by hepatocytes provides a hormonal cue that impinges on the regulation of metabolic rhythms remains currently unknown.

Several lines of evidence support an important role of NRG4 in promoting beige fat induction during CA. First, iWAT from NRG4-deficient mice had reduced UCP1^+^ beige adipocytes following chronic cold exposure. Interestingly, protein levels of tyrosine hydroxylase, a molecular marker of sympathetic innervation, were lower in *Nrg4*-KO brown fat than control yet remained comparable between 2 groups in iWAT. These observations suggest that NRG4 may regulate sympathetic innervation of adipose tissue in a depot-specific manner. Using fat- and liver-specific conditional *Nrg4*-KO mice, we delineated the tissue origin of NRG4 in mediating its effects on beige fat induction. Ablation of *Nrg4* in hepatocytes failed to significantly perturb thermogenic gene expression in BAT and iWAT. In contrast, adipocyte-specific *Nrg4* inactivation impaired iWAT browning similarly to whole-body NRG4 deficiency. Finally, recombinant NRG4-Fc fusion protein promotes beige fat induction and improves metabolic parameters in mice with diet-induced obesity. Despite this, whether NRG4 acts locally in a tissue-autonomous manner or via endocrine signaling in other tissues, particularly the CNS, remains to be fully delineated. In cultured adipocytes, NRG4 appears to be dispensable for adipogenesis and thermogenic gene induction in response to adrenergic stimulation. Previous studies demonstrate that the NRG4 receptor ERBB4 is abundantly expressed in the brain (39) and highly responsive to NRG1 (40). It is possible that some aspects of NRG4 hormonal signaling is mediated through its action on the CNS.

## Methods

### Animal studies.

Mice were housed in a specific pathogen–free facility under a 12-hour light-dark cycle with ad libitum access to food and water. *Nrg4*-KO mice were generated at the University of Michigan Transgenic Animal Model Core using *Nrg4^tm1a(EUCOMM)Hmgu^* embryonic stem (ES) cells obtained from the International Mouse Phenotyping Consortium. Whole-body *Nrg4*-KO mice were produced by crossing *Nrg4*-flox mice with Ella-Cre mice (provided by David Ginsburg, University of Michigan). For CA, mice were placed in a temperature-controlled chamber (Darwin Chambers, model KB055-AA). The chamber’s temperature was gradually lowered by 3°C per day until reaching the specified temperature. Core body temperature was measured using a rectal thermometer. To induce obesity, mice were fed a HFD with 60% of calories derived from fat (D12492, Research Diets) starting at 10–12 weeks of age.

### β-Gal staining.

β-Gal staining was performed using procedures described previously (41). Briefly, to assess *Nrg4* mRNA expression profiles in mice, whole mount β-gal staining was conducted on tissues obtained from *Nrg4*-LacZ heterozygous mice. Tissues were dissected and immersed in 0.2% glutaraldehyde for 10 minutes before being sectioned into small pieces. After 3 washes with rinse buffer (100 mM sodium phosphate, 2 mM MgCl_2_, 0.01% sodium deoxycholate, and 0.02% NP-40), the tissues were incubated with 1 mg/mL X-gal for 48 hours at RT. After staining, the whole-mount stained tissues were fixed with 10% formalin overnight before imaging.

### GTTs and ITTs.

GTTs and ITTs were conducted as previously described (42). For GTTs, mice were fasted overnight (16 hours) and then i.p. injected with a glucose solution at a dose of 1.0 g per kg body weight. Blood glucose concentrations were measured before injection and at 20, 45, 90, and 120 minutes after injection. For ITTs, mice were fasted for 4 hours and then i.p. injected with insulin at a dose of 0.7 U per kg body weight. Blood glucose concentrations were measured before injection and at the same time points as in the GTT.

### Histology and IHC.

Tissue sections were embedded in paraffin and stained with H&E. IHC analysis of UCP1 protein was performed as previously described (43). Briefly, unstained tissue sections were heated at 60°C for 30 minutes for rehydration. After antigen retrieval by boiling the slides in a 10 mM sodium citrate–citric acid solution (pH 6.2) for 20 minutes, the tissue sections were incubated overnight at 4°C with an anti-UCP1 antibody (UCP11-A, Alpha Diagnostic) prepared in blocking reagent (5% BSA [Thermo Fisher Scientific], 0.5% Tween-20 [Thermo Fisher Scientific], 0.05% NaN_3_ [MilliporeSigma] in PBS). The slides were then incubated with ImmPRESS (peroxidase) polymer anti–rabbit IgG (MP-7401-15, Vector Lab) reagent, followed by exposure to DAB (Vector Lab). After dehydration, the slides were mounted using Permount (Thermo Fisher Scientific), and images were captured using an Olympus BX51 microscope.

### Bulk RNA-Seq and gene expression analysis.

Total RNA was extracted from inguinal iWAT using the PureLink RNA Isolation Kit (Thermo Fisher Scientific). Bulk liver RNA-Seq was performed by BGI Global Genomic Services. The RNA-Seq reads were aligned using the STAR aligner (version 2.7.4a) against the mouse genome assembly release mouse_GRCm38.p6 from NCBI and gene annotation release M25 from GENCODE. The quantification of mapped reads for each gene was performed using the featureCounts function from the Rsubread package (version 2.0.1) in the R environment (version 4.0.0). Differential gene expression analysis between different genotypes was conducted using the R package DESeq2 (version 1.30.0). Genes with an adjusted *P* < 0.05 were considered differentially expressed. qPCR primer information can be found in Supplemental Table 1.

### Immunoblotting analysis.

Total cell lysates were prepared in a buffer containing 50 mM Tris-HCl (pH 7.8; Thermo Fisher Scientific), 137 mM NaCl (Thermo Fisher Scientific), 10 mM NaF (Thermo Fisher Scientific), 1 mM EDTA (Thermo Fisher Scientific), 1% Triton X-100 (Thermo Fisher Scientific), 10% glycerol (Thermo Fisher Scientific), and the protease inhibitor cocktail (Roche) through 3 freeze/thaw cycles. Tissue lysates were prepared by homogenizing in a buffer containing 50 mM Tris (pH 7.6; Thermo Fisher Scientific), 130 mM NaCl (Thermo Fisher Scientific), 5 mM NaF (Thermo Fisher Scientific), 25 mM β-glycerophosphoate (Thermo Fisher Scientific), 1 mM sodium orthovanadate (Thermo Fisher Scientific), 10% glycerol (Thermo Fisher Scientific), 1% Triton X-100 (Thermo Fisher Scientific), 1 mM dithiothreitol (Thermo Fisher Scientific), 1 mM phenylmethanesulfonyl fluoride (PMSF) (Thermo Fisher Scientific), and the protease inhibitor cocktail (Roche). After centrifugation (12,000*g*, 4°C for 10 minutes), tissue lysates were separated on SDS-polyacrylamide gel (SDS-PAGE) and analyzed using the following antibodies: rabbit anti-UCP1 (UCP11-A, Alpha Diagnostic), rabbit anti-HSP90 (sc-7947, Santa Cruz Biotechnology Inc.), rabbit anti–phospho-PKA substrate (9624, Cell Signaling Technology), rabbit anti-TH (ab112, Abcam), and mouse anti-tubulin (sc-32293, Santa Cruz Biotechnology Inc.).

### Generation and purification of NRG4-Fc fusion protein.

The NRG4-Fc fusion construct contains an N-terminal signal peptide from azurocidin 1, followed by the EGF-like domain of hNRG4 (amino acids 1-55), a glycine-serine linker, and the human IgG1 Fc fragment. The construct was synthesized by GeneArt (Thermo Fisher Scientific) and subcloned into the pcDNA3 expression vector. For fusion protein production, the Fc vector and NRG4-Fc constructs were transiently transfected into suspension Expi293F cells using the Expi293 Expression System (Thermo Fisher Scientific). The media were collected 7 days after transfection, adjusted to the binding buffer composition (0.2M sodium phosphate, pH 7.0), filtered through a 0.45 μm filter (MilliporeSigma), and processed for affinity purification using a Hitrap rProtein A FF 5 mL column on the ÄKTA Pure FPLC chromatography system (GE Healthcare). The column was washed with 50 mL of binding buffer and eluted with a pH 3–7 gradient elution buffer (0.1M sodium citrate, pH 3.0). Fusion proteins were dialyzed in 1× PBS buffer (137 mM NaCl [Thermo Fisher Scientific], 2.7 mM KCl [Thermo Fisher Scientific], 10 mM Na_2_HPO_4_ [Thermo Fisher Scientific], 1.8 mM KH_2_PO_4_, pH 7.4 [Thermo Fisher Scientific]) using a Slide-A-Lyzer Dialysis Cassette (Thermo Fisher Scientific). The plasma half-life of hNRG4-Fc was measured by injecting male C57BL/6J mice i.p. with hNRG4-Fc at a dose of 2 mg/kg body weight. The quantification of NRG4-Fc fusion protein was performed using an ELISA kit for human IgG1 Fc (Bethyl Laboratories Inc.), as described previously (43).

### Primary cell isolation from inguinal fat and differentiation.

Inguinal adipose tissues were removed and pooled from 6 mice. After extensive mincing, the tissues were incubated in 37°C shaking water bath in the presence of 1.5 U/mL collagenase D and 2.4 U/mL dispase II (Roche) prepared in HBSS containing 10 mM CaCl_2_. The collagenase digestion was stopped by the addition of 10% FBS in DMEM/F12 GlutaMAX, followed by 100 μm filtration to remove undigested debris. After centrifugation (500*g*, 4°C for 10 minutes), cell pellets were resuspended and further clarified by filtering again through 40 μm cell strainers. Isolated cells were maintained in DMEM/F12 GlutaMAX supplemented with 15% FBS. To induce differentiation, confluent cells were incubated in the induction medium (DMEM/F12 [Thermo Fisher Scientific] GlutaMAX [Thermo Fisher Scientific] containing 10% FBS [Hyclone], 0.5 μg/mL insulin [Novo Nordisk], 2 μM dexamethasone [MilliporeSigma], 1 μM rosiglitazone [MilliporeSigma], and 0.5 μM IBMX [MilliporeSigma]). Two or 3 days later, depending on the lipid droplet formation within the cells, the medium was replaced with a maintenance medium (DMEM/F12 [Thermo Fisher Scientific] GlutaMAX [Thermo Fisher Scientific] supplemented with 10% FBS [Hyclone] and 0.5 μg/mL insulin [Novo Nordisk]) for a total of 8 days, when adipocytes were fully differentiated. The cells were harvested for RNA analysis following the 6-hour treatment of saline or 0.2 μM isoproterenol (MilliporeSigma).

### Adipocyte differentiation and treatments.

C3H/10T cells were cultured in DMEM with 10% FBS for 2 days after reaching confluence (referred to as day 0 of differentiation). Adipocyte differentiation was initiated by adding a cocktail consisting of 0.5 mM IBMX (MilliporeSigma), 125 μM indomethacin (MilliporeSigma), and 1 μM dexamethasone (MilliporeSigma) to the maintenance medium containing 10% FBS (Hyclone), 20 nM insulin (Novo Nordisk), and 1 nM T3 (MilliporeSigma). Three days after induction, cells were maintained in the same medium with or without the supplementation of Fc or hNRG4-Fc (100 nM) proteins. On day 6, cells were exposed to 200 nM isoproterenol. Six hours after treatment, total RNA was isolated for gene expression analysis.

### Statistics.

All results are presented as mean ± SEM. Differences between 2 groups were analyzed using the 2-tailed-Student’s *t* test or using 1- or 2-way ANOVA as indicated in the figure legends. A *P* value less than 0.05 was considered statistically significant. The specific statistical methods and corresponding *P* values are indicated in the figure legends.

### Study approval.

All animal studies conducted in this research adhered to the procedures approved by the IACUC at the University of Michigan.

### Data availability.

The RNA-Seq datadset generated in this work has been deposited into the Gene Expression Omnibus (GEO) database (GSE246993). Values for all data points in graphs are reported in the Supporting Data Values file. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

## Author contributions

JDL, PZ, and ZC conceived the project and designed research. PZ and ZC performed the experiments and analyzed the data. XQ performed sequencing data analyses. JDL and ZC wrote the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
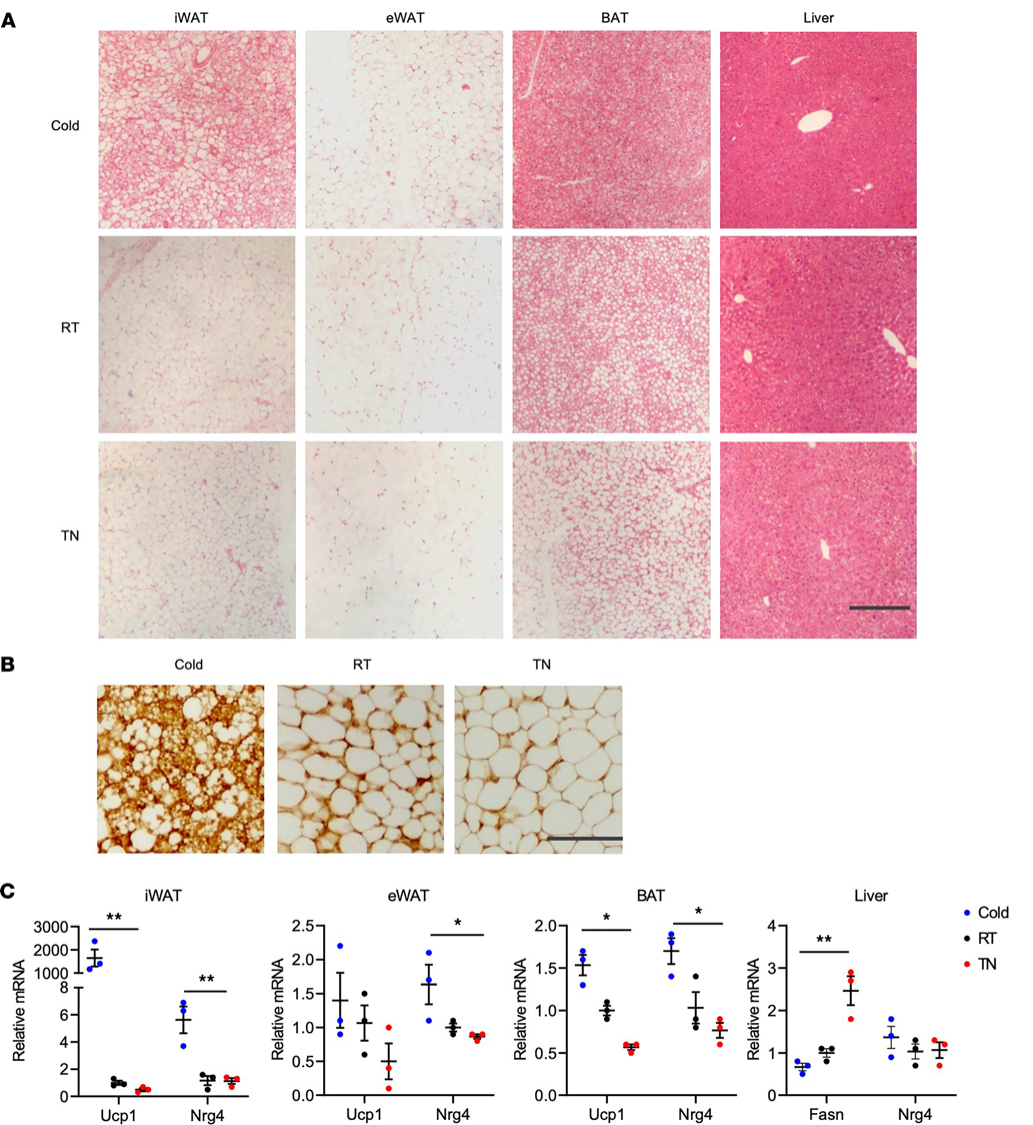
Regulation of *Nrg4* expression in different tissues by housing temperature. (**A**) H&E staining of tissue sections from mice housed at 10°C (Cold), 25°C (RT), or 30°C (TN). Scale bar: 100 μm. (**B**) IHC staining of UCP1 on iWAT sections. Scale bar: 10 μm. (**C**) qPCR analysis of gene expression in adipose tissue and liver. Data represent mean ± SEM. *P < 0.05, **P < 0.01; 1-way ANOVA.

**Figure 2:**
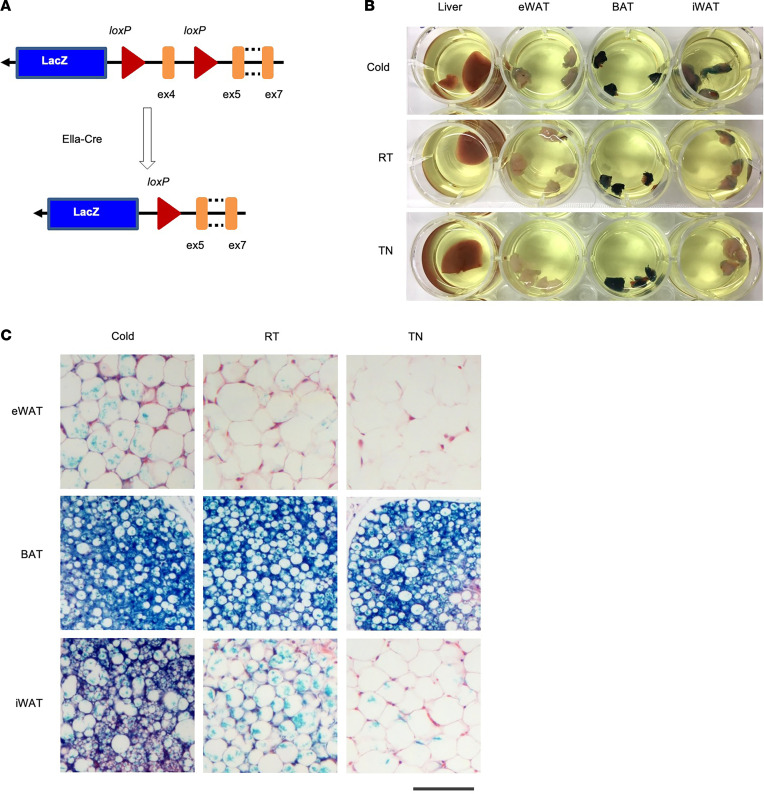
Cold-inducible expression of *Nrg4* in LacZ reporter mice. (**A**) A diagram depicting *Nrg4*-KO alleles containing a LacZ insertion into the endogenous *Nrg4* locus. (**B**) Whole-mount β-gal staining of the liver, eWAT, BAT, and iWAT from *Nrg4*-LacZ reporter mice housed at 10°C (Cold), 25°C (RT), or 30°C (TN). (**C**) Tissue sections from **B**. Scale bar: 100 μm.

**Figure 3:**
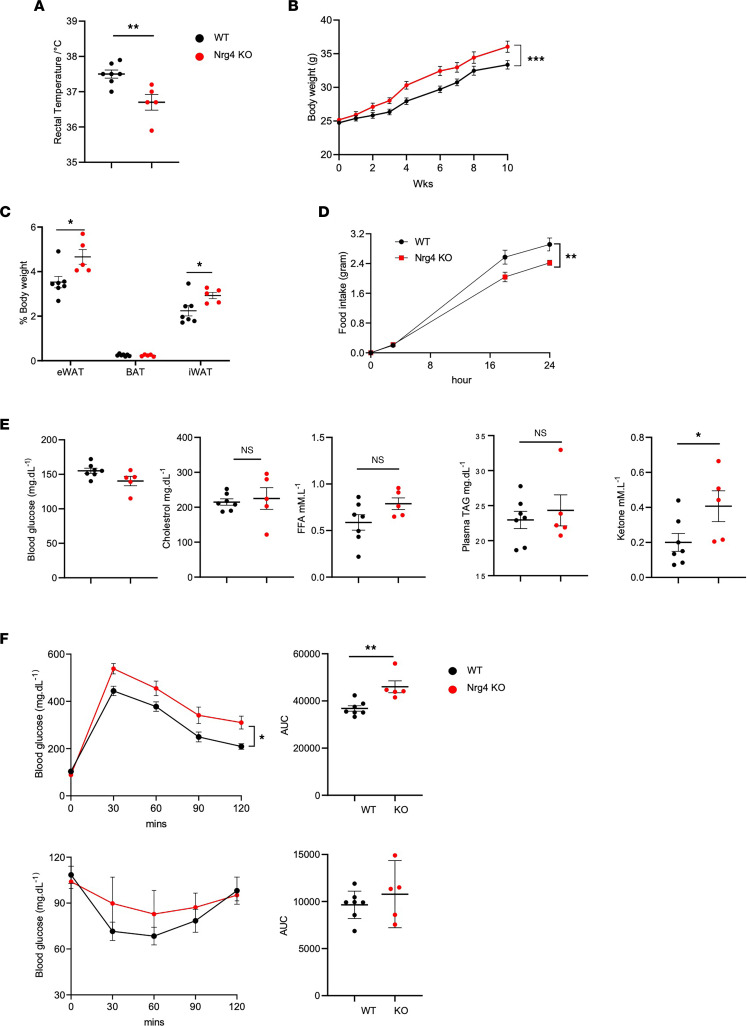
*Nrg4* deficiency blunts the beneficial effects of cold acclimation on metabolic health. (**A**) Rectal body temperature in WT and *Nrg4*-KO mice fed HFD at 16°C. (**B**) Body weight curve. (**C**) Tissue weight. (**D**) Average daily food intake. (**E**) Blood glucose and plasma lipid concentrations. (**F**) Glucose tolerance test (top) and insulin tolerance test (bottom) with AUC shown on the right. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Two-tailed unpaired Student’s *t* test was applied to **A**, **C**, **E**, and AUC plots in **F**; 2-way ANOVA was applied to **B**, **D**, and GTT/ITT plots in **F**.

**Figure 4:**
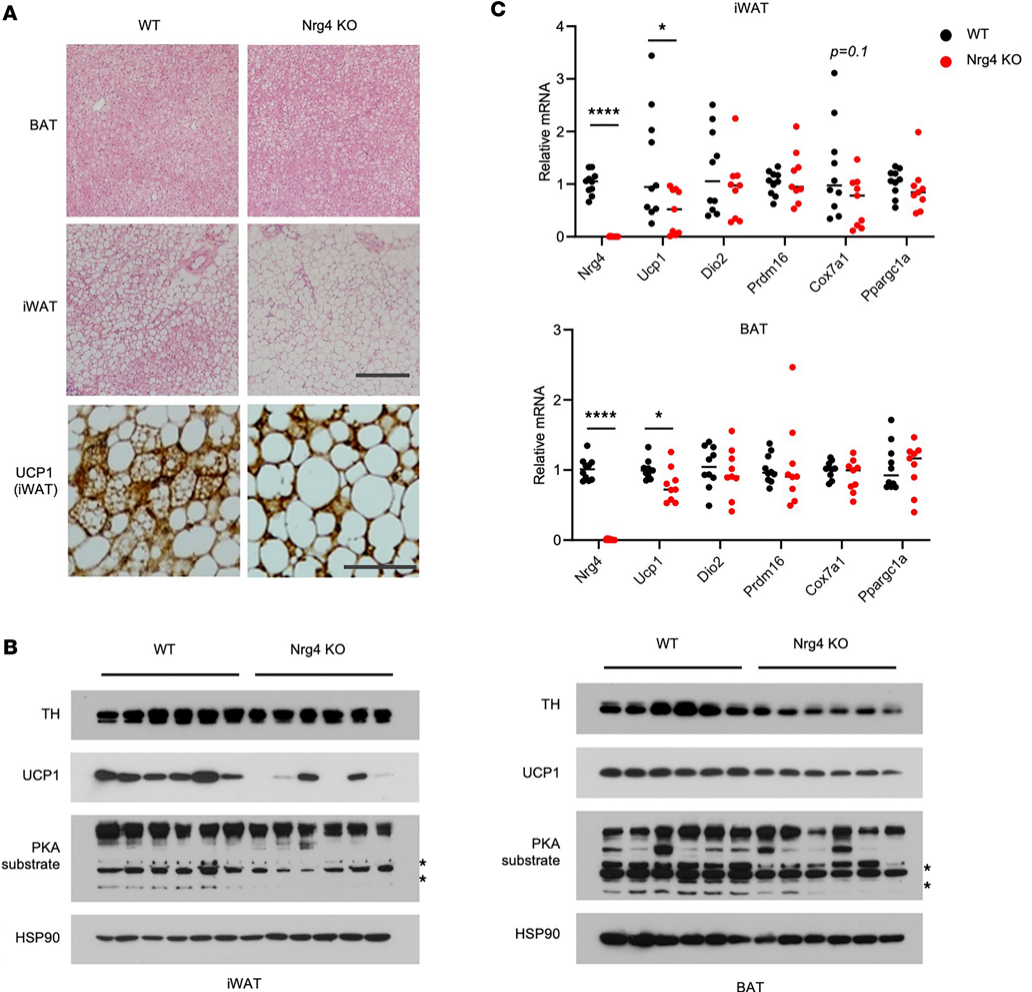
*Nrg4* deficiency diminishes beige fat formation upon cold acclimation. (**A**) H&E and UCP1 IHC staining of tissue sections from WT and *Nrg4*-KO mice fed HFD at 16°C. H&E staining scale bar: 10 μm. UCP1 IHC staining scale bar: 100 μm. (**B**) Immunoblots of total tissue lysates. (**C**) qPCR analysis of gene expression in BAT and iWAT. Data represent mean ± SEM. *P < 0.05, ****P < 0.0001; 2-tailed unpaired Student’s *t* test.

**Figure 5:**
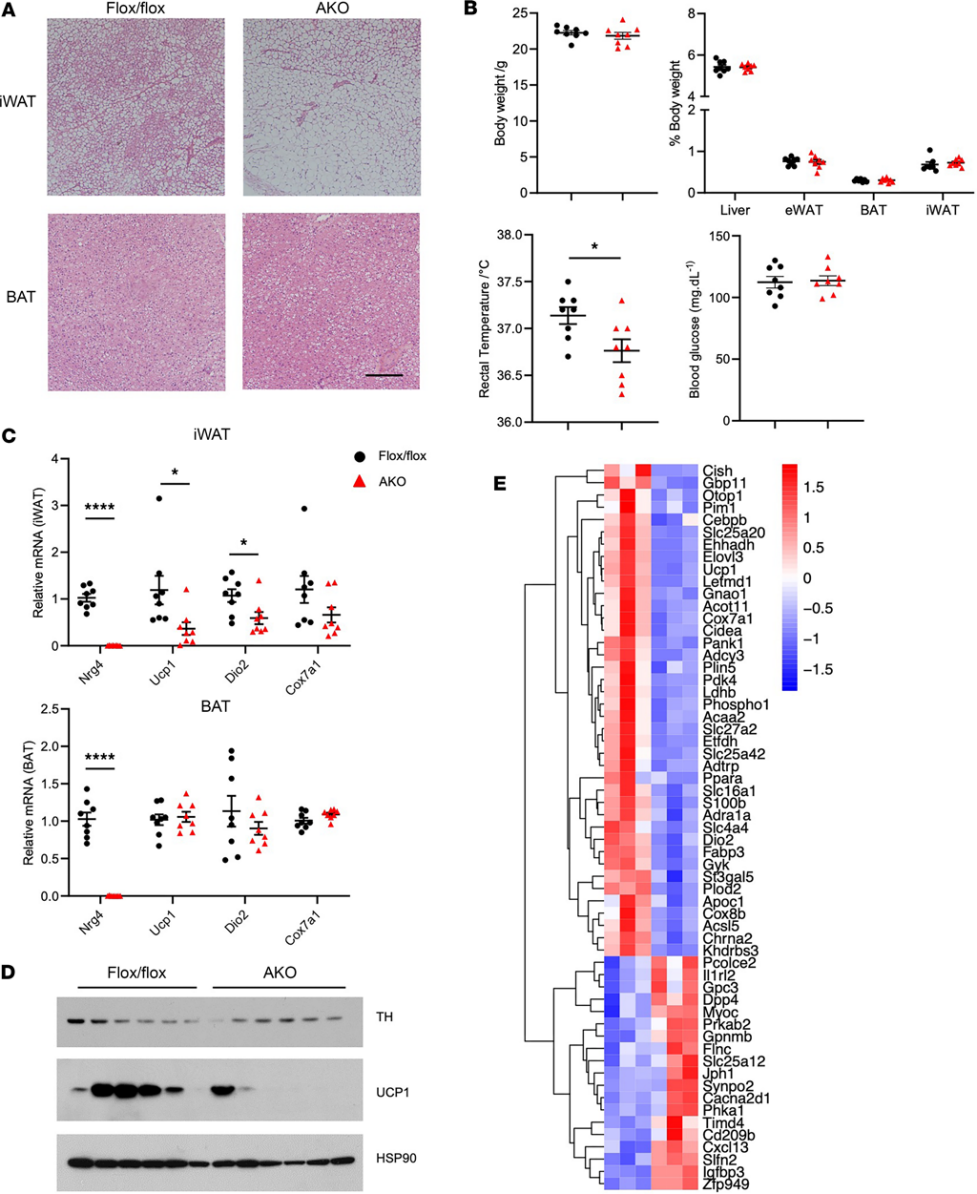
Adipocyte-specific ablation of *Nrg4* impairs cold-induced beige fat formation. (**A**) H&E staining of iWAT sections from cold-acclimated WT or AKO mice. Scale bar: 10 μm. (**B**) Body weight, tissue weight/body weight ratio, rectal body temperature, and blood glucose level in cold-acclimated WT or AKO. (**C**) qPCR analysis of thermogenic gene expression in iWAT and BAT. (**D**) Immunoblots of total iWAT lysates from cold-acclimated WT or AKO mice. (**E**) Heatmap of differentially expressed genes in iWAT from cold-acclimated WT or AKO mice. Bulk RNA-Seq analysis was performed on total RNA isolated from iWAT. Data represent mean ± SEM. *P < 0.05, ****P < 0.0001; 2-tailed unpaired Student’s *t* test.

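The heatmap lists 59 genes, 40 lower and 19 higher in AKO. All 59 had the direction shown when AKO and control were compared with limma, and the groups did not overlap for 54 of them. The log2 fold changes lay between -2.10 and -0.53 for the lower genes and between 0.55 and 1.33 for the higher genes. All 59 had a p under 0.05 before adjustment, and all 59 passed when adjusted over the list alone, which shows no stability because the list was drawn from the same samples. Over all genes tested, 2 of the 59 passed, and the adjusted p-values of the 59 lay between 0.0350 and 0.510. In the authors' deposited table, 51 of the 59 have an adjusted p under 0.05. The other 8 are Pim1, Il1rl2, Flnc, Slc25a12, Jph1, Synpo2, Cacna2d1 and Timd4, and the largest of their adjusted p-values in the authors' deposited table is 0.0891. With a score of skeletal muscle genes added to the DESeq2 model, 29 of the 39 lower and 3 of the 12 higher heatmap genes called by DESeq2 kept their call. Plod2 (log2 fold change -0.61) lies within 5 Mb of Zfp949, and Phospho1 shares 89.6% of its exonic bases with Zfp652.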

**Figure 6:**
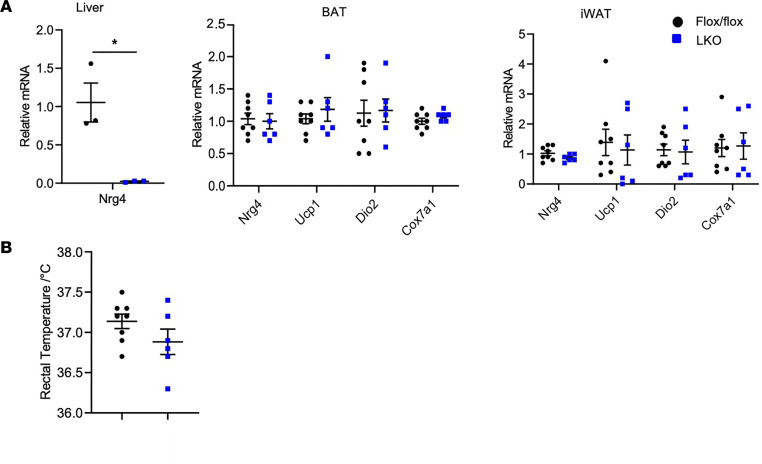
Effects of liver-specific *Nrg4* ablation on beige fat induction. (**A**) qPCR analysis of gene expression in the liver, BAT, and iWAT from cold-acclimated WT and LKO mice. (**B**) Rectal body temperature. Data represent mean ± SEM. *P < 0.05; 2-tailed unpaired Student’s *t* test.

**Figure 7:**
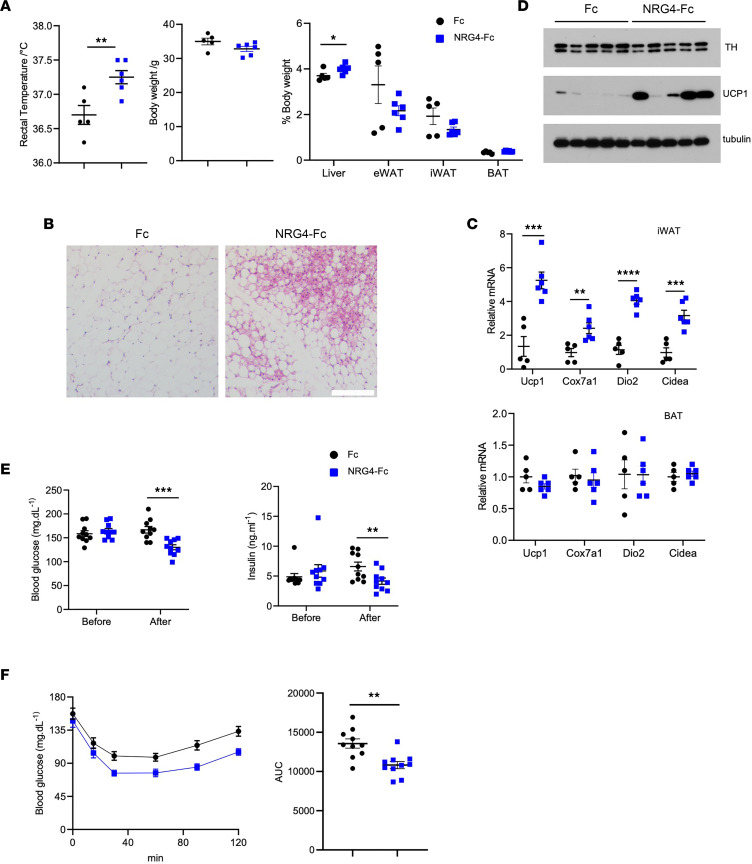
Recombinant NRG4-Fc promotes cold-induced beiging and improves metabolic health in mice. (**A**) Rectal temperature and body and tissue weight of cold-acclimated mice treated with 3 i.p. injections of Fc (*n* = 5) or NRG4-Fc (*n* = 6, 1.5 mg/kg). (**B**) H&E staining of iWAT sections. Scale bar: 100 μm. (**C**) qPCR analysis of thermogenic genes in iWAT and BAT. (**D**) Immunoblots of total iWAT lysates. (**E**) Blood glucose (left) and plasma insulin (right) concentrations from HFD-fed mice before and after biweekly treatments of Fc or NRG4-Fc (1.5 mg/kg) for 9 weeks. (**F**) Insulin tolerance test. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **A**, **C**, and **E** indicate (**F**) AUC using 2-tailed unpaired Student’s *t*-test and (**F**) ITT using 2-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

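RNA-Seq was performed by the authors on iWAT from cold-acclimated control (fl/fl) and AKO mice, with 3 samples per group and RNA from 2 mice pooled in each sample. Mice were kept at 8°C for 12 days according to the paper and 10 days according to the sample labels. Samples were grouped by the genotype in their labels, and the replicate numbers of the labels gave the pairing used in an alternative. Samples with the same number are pools of different mice.

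The authors aligned the reads with STAR to GRCm38.p6, counted them per gene with featureCounts on the GENCODE M25 annotation and tested genotype with DESeq2. The authors deposited a signal per gene and sample, namely the read count divided by a DESeq2 size factor, without division by gene length. The deposited table also holds the authors' log2 fold changes and the authors' p-values and adjusted p-values for AKO against control. The table lists 16538 genes, and the paper's text does not name the filter that selected them or state whether counting used strand. No column of per-sample values was left without a sample.

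The design had been set for raw counts, with the quasi-likelihood test of edgeR first and limma if the values turned out to be normalized, without counts. The deposited values are normalized counts from which whole reads could be recovered, so that the condition for limma was met only in part. The main test was limma (version 3.58.1, in R 4.3.3) on log2(value + 1) with a trend in the variance. Genes with a mean value of at least 10 (13855 genes) were tested, and an adjusted p under 0.05 (Benjamini-Hochberg) was the threshold. Each value in a sample was a whole multiple of a single step, the value of a single read, which was 1.00, 1.08 and 1.02 in the control samples and 0.960, 0.976 and 0.964 in the AKO samples. The authors' scaling was thus lower per read in every AKO sample than in every control sample. Dividing by the step gave whole reads for 100% of the values, with the largest deviation from a whole number at 5.8e-05. The recovered reads were tested with edgeR (version 4.0.16), DESeq2 (version 1.42.0) and limma-voom with quality weights. Depth was similar in all samples, from 17570335 to 18373707 reads on the listed genes, and the ranges of the groups overlapped. Counting error is largest, relative to the value, for genes with few reads. For Nrg4 and Timd4 in the control samples, the SD between samples was smaller than the Poisson counting error at their mean, so that these SDs understate the error. For the other genes named with a mean and SD, the SD was larger than that error. Within each group, the reads of any 2 samples differed by more than sampling noise (chi-square per degree of freedom from 10.4 to 21.2), so all 6 samples were counted as separate.

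The 10 sets of genes, written before the data were examined, were tested on the same log2 values with camera of limma, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 10 sets. Single genes were also compared with a 2-sided exact permutation test of 3 samples against 3, whose smallest p is 0.1. The genes named are those the paper names for the RNA-Seq, Nrg4, the genes of the Figure 5E heatmap as a set, the 5 largest falls and 5 largest rises among called genes whose groups did not overlap (only 2 genes were called), and the 3 most highly expressed members of each set named beside its test, some of which are not reported here. Other genes, such as the neighbors of Zfp949 and Adipoq, the mitochondrial transcripts and the muscle genes, were named after their values were seen.

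The listed symbols were matched to GENCODE M21, an earlier annotation of GRCm38, for positions, exon lengths and GC content. Of the 16538 identifiers, 15894 (96.1%) matched as symbols, 24 were transcript identifiers of the mitochondrial genome and 620 matched neither. In the RefSeq annotation of GRCm38.p6, 16474 (99.6%) were symbols or synonyms, and 591 of the identifiers were in RefSeq but not in GENCODE M21. The annotation named for the counting is the paper's statement, which these matches do not settle.

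The tests were run on simulated data made from the means of the real genes, with 200 genes changed by known fold changes. limma found 186 of them (93%) among 13831 genes with 20 false calls, and edgeR found 185 among 13896 genes with 22 false calls. DESeq2 found 191 among 16538 genes with 42 false calls. The calls in all were 244 for limma, 244 for edgeR and 293 for DESeq2. Those counted neither among the 200 genes nor as false were not broken down. camera called 5 of 5 shifted sets and no others. Each gene was simulated independently, so that this cannot show how camera does where genes vary together, as in real samples. The shares of genes found do not speak to changes smaller than those simulated.

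The alternatives were other pseudocounts (0.1 and 10), other filters on low values, the tests on recovered reads, other normalization factors, other thresholds, the replicate number as a block, and leaving out each sample in turn. Robust variance shrinkage in limma, and TMM factors in place of the authors' size factors in the limma and gene set tests, were added after the data were seen. Other experiments of the paper, including the qPCR and histology of iWAT, were not analysed here beyond the comparison with the qPCR values.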

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

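The test of the spread within groups and the test with muscle as a covariate were chosen after the muscle result was seen, and the covariate test was recomputed after its first result because filtering by DESeq2 had left 24 of 36 higher genes without an adjusted p.

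Skeletal muscle genes, which the paper does not discuss, were higher in AKO iWAT. Over 31 muscle genes the mean log2 fold change was 2.72 (3 lower, FDR = 5.3e-09 from camera of limma), and the FDR was 0.319 with the inter-gene correlation estimated for each set. The mean score of the set did not separate the groups (exact permutation test, p = 0.2). Acta1 had 62.2, 6536 and 3498 normalized counts in the control samples and 4377, 15282 and 27039 in the AKO samples. The score of the set ranged over 5.56 on the log2 scale within the control samples and over 1.95 within the AKO samples, so the spread among controls was larger than the difference between the groups. With each sample left out in turn, the mean log2 fold change lay between 1.05 and 3.94. A candidate explanation is muscle RNA carried along with the fat in amounts that differ from sample to sample. A change of muscle genes with genotype cannot be told apart from it in 3 samples against 3.

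The same explanation was tested on the 36 genes that DESeq2 called higher in AKO. None of them is in the muscle set, but that set is a short list, so that some of them may still be muscle genes. Within the groups, the median correlation of the 36 genes with the muscle score was 0.675, at percentile 100 of 10000 random lists matched on expression. The 113 genes called lower also followed the score, less closely (median correlation 0.360, percentile 99.1), so that tracking is not specific to the higher genes. When the muscle score was added to the DESeq2 model, with adjustment over all genes, 6 of the 36 higher genes (16.7%) kept their call against 70 of the 113 lower genes (61.9%). The covariate model called 151 genes in all, of which 76 were among the 149 called without it and 75 were not (67 lower and 8 higher), so that the list changed more than its length. Of 36 lower genes matched to the higher ones on the p-value, 18 (50%) did so. All 36 higher and all 113 lower genes had the same direction in that model. Without the covariate and without filtering, 34 of the 36 and 100 of the 113 passed. Muscle RNA may therefore account for part of the higher calls. Cxcl13, Zfp949, Igfbp3, Eif4a2, Cpeb2 and A530016L24Rik, named here after their values were seen, kept their call.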

How the results depend on the processing

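The main count of 2 genes (Elovl3 lower, Zfp949 higher) came from limma, and both were also called with the other pseudocounts, without a filter, with limma-voom, with a 2-fold minimum and in every edgeR and DESeq2 fit without a block. All 11 genes named in the paper's text kept the stated direction in every fit that was run. The counts of genes past the threshold depended on the test, and the cause was not tested. DESeq2 called 149 genes (113 lower, 36 higher), with 51 of the heatmap genes and 9 of those 11 genes. The edgeR test called 3 (1 lower, 2 higher) with TMM factors. It called 5 (3 lower, 2 higher, 4 in the heatmap) with RLE factors and the same numbers without a filter, namely 5, 3, 2 and 4. It called 12 (10 lower, 2 higher, 7 in the heatmap) with the robust fit, and 9 (7 lower, 2 higher, 6 in the heatmap, 1 named in the paper's text) with at least 10 reads in every sample. With that filter limma called 6 (4 lower, 2 higher, 5 in the heatmap, 1 named in the paper's text). At an adjusted p under 0.1 limma called 11 (9 lower, 2 higher, 8 in the heatmap, 1 named in the paper's text). With robust eBayes, added after the data were seen, it called 11 (9 lower, 2 higher, 7 in the heatmap).

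Across the 6 fits that each left out one replicate, limma called from 0 to 3 genes, from 0 to 2 lower, from 0 to 1 higher and from 0 to 3 of the heatmap genes. The 5 fits with 0 calls had from 855 to 1379 genes with a p under 0.05 before adjustment. Elovl3 and Zfp949 lost their call in the same 5 fits, with adjusted p-values between 0.0301 and 0.118 and between 0.0301 and 0.185 over all 6.

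With the replicate number as a block, limma called 2 genes (0 lower, 2 higher, 0 in the heatmap), with 1361 genes at a p under 0.05 before adjustment, and edgeR called 2 (0 lower, 2 higher, 0 in the heatmap), with 1363. These are not the same genes as without the block: Elovl3 and Zfp949 had an adjusted p of 0.0529 each with limma and 0.0516 each with edgeR. In the block fit 7 of the 10 sets passed, and the mammary epithelium (0.96) and white adipocyte (-0.032) sets did not. Samples with the same number are different mice, and their deviations from the group means correlated by 0.14, -0.35 and 0.24 (mean 0.0080).

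Of the 10 sets, 9 passed in the main test and 0 passed with the inter-gene correlation estimated for each set, which leaves the means as they were: thermogenic -0.56, fatty acid oxidation -0.40, TCA cycle -0.29, oxidative phosphorylation -0.16, white adipocyte -0.032, inflammatory 0.20, macrophage 0.29, mammary epithelium 0.96 and skeletal muscle 2.72. The correlation between genes assumed by the test is what differs between these settings. Without the heatmap genes, which were selected for a change in these samples, the thermogenic set (-0.040) no longer passed, and the fatty acid oxidation (-0.32) and oxidative phosphorylation (-0.14) sets did. The TCA cycle set (-0.29) held none of the heatmap genes, so that leaving them out did not test it. The mean of the mammary epithelium set (0.96) was the same without them, and its FDR moved from 0.0480 to 0.0540 through the adjustment over the 10 sets. The mammary epithelium set also did not pass with a pseudocount of 10 (0.51), without a filter (0.96), with at least 10 reads in every sample (0.46) and with TMM factors, added after the data were seen (0.97). The white adipocyte set (-0.032) did not pass with at least 10 reads in every sample. With each replicate left out, the mean log2 fold change ranged from 0.13 to 0.25 for inflammatory signaling and -0.058 to -0.0066 for white adipocyte. It ranged from -0.47 to 1.93 for mammary epithelium and -0.73 to 1.19 for lymph node genes, and the last 2 sets changed sign. The inflammatory set did not pass without control replicate 2 (FDR = 0.0701) or without AKO replicate 1 (FDR = 0.160). The white adipocyte and mammary epithelium sets also did not pass in some of these fits. The lymph node set passed upward without control replicate 1 (FDR = 0.00014), AKO replicate 1 (FDR = 0.0212) or AKO replicate 3 (FDR = 0.0064). It passed downward without AKO replicate 2 (FDR = 0.0043). The thermogenic, fatty acid oxidation, TCA cycle, oxidative phosphorylation, macrophage and skeletal muscle sets passed in each of those 6 fits. The size of the oxidative phosphorylation fall depended on the samples, from -0.26 without control replicate 1 to -0.061 without control replicate 2.

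The fold changes of Nrg4, the 11 genes named in the paper's text, Elovl3 and Zfp949 were compared between each alternative and the main test. Of these values, 269 had the same direction and side of the threshold, 14 lost a call, all for Elovl3 and Zfp949, 11 gained a call, all for genes named in the paper's text, and 0 reversed. Depth was similar between the groups, and it limits the SDs of Nrg4 and Timd4 in the control samples, which were below the counting error.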

Differences from the paper's values

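The paper's qPCR of iWAT used 8 control and 8 AKO mice, another assay than the RNA-Seq. From the values the paper reports for it, the paper's log2 ratio of Nrg4 mRNA between AKO and control is -8.09, against -0.24 here from the reads on the whole gene. None of the alternatives set before the data were examined closed the gap. In that qPCR the mean of Nrg4 was 1.025 in control and 0.00375 in AKO, with an SD of 0.00518 in AKO. This SD is larger than the AKO mean, so that the fall is large but the exact size of the ratio of -8.09 is poorly determined. Values were taken to differ when they lay further apart than the larger of the SD between samples here and the standard error of the paper's log2 ratio, computed from the paper's values. The paper's log2 ratio of Dio2 mRNA is -0.86, against -1.36 here. The difference of -0.50 is larger than that error (0.39) and has a standard error of 0.44 when those of both assays are combined, so that it is within the range expected from both errors. Limma-voom with quality weights (-1.23) and leaving out AKO replicate 2 (-1.11) gave values that did not differ from the paper's by this measure, and the other alternatives set before the data were examined did not close the gap. For Ucp1 (the paper's log2 ratio is -1.70, against -1.75 here) and Cox7a1 (the paper's is -0.87, against -1.07 here), the values did not differ by this measure, in the main test or under any alternative set before the data were examined.

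The heatmap of differentially expressed genes shows about 40 genes lower in AKO in Fig. 5E, read by eye, of which 1 was called here by limma. With DESeq2 on the recovered reads, the paper's tool, 39 of them were called, and no other alternative set before the data were examined closed the gap. The heatmap shows about 19 genes higher in AKO in Fig. 5E, read by eye, of which 1 was called by limma and 12 by DESeq2. None of the alternatives set before the data were examined closed that gap.

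The paper states that Ehhadh, Acaa2, Cox7a1, Ucp1, Dio2, Cidea and Chrna2 are downregulated and that Il1rl2, Gpnmb, Timd4 and Cxcl13 are upregulated. All 11 had the stated direction here, and limma called 0 of them, while all 11 had a p under 0.05 before adjustment. DESeq2 called 9 of them (all but Il1rl2 and Timd4). Ucp1 was also called with at least 10 reads in every sample, by limma (adjusted p = 0.0250) and by edgeR (adjusted p = 0.0345), over a range of 2.0e-06 to 0.208 across its alternatives. Il1rl2 and Timd4 were not called under any setting run, with smallest adjusted p-values of 0.0891 and 0.0864, both from DESeq2. The paper states that Nrg4 mRNA is nearly absent in AKO iWAT, and the AKO samples had from 2577 to 2691 normalized counts of the gene here.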

Other observations

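Among the tests below, those of the splits, the adipocyte share, the mitochondrial RNAs, Nrg4 and the neighbors of Zfp949 and Adipoq were chosen after the result was seen. The tests of length and GC content were set before their results. Those of macrophage share and lymph node tissue were also set before, and the single genes were looked at afterwards.

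The 6 samples can be split into 2 groups of 3 in 10 ways, of which 4 part every pair of samples with the same replicate number, as the genotypes do. Of these 4, 1 gave as many genes called by limma, 1 gave as many called by DESeq2 and 1 gave as many sets past the threshold, in each case the split by genotype, so that a share under 0.05 cannot be reached. The other 9 splits gave 0 genes with limma, with 219 to 1240 genes at a p under 0.05 before adjustment, and 0 to 63 genes with DESeq2, with 148 to 887 genes before adjustment. They gave 2 to 8 sets past the threshold, against 9 for the genotypes, so that a set past the threshold in camera with an inter-gene correlation of 0.01 was common in any grouping of these samples.

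The thermogenic, fatty acid oxidation, TCA cycle and oxidative phosphorylation sets together held 158 tested genes, of which 147 were lower in AKO. Transcript length was known for 156 of them, and their median log2 fold change was -0.24. The lowest median among 10000 random lists matched on expression and exon length was -0.068, and -0.054 among lists matched on GC content. The white adipocyte set had a mean log2 fold change of -0.032 and a median of -0.097 (14 of 20 lower), against a mean of -0.28 for these genes. Its most highly expressed members went both ways (Scd1 0.25, Fabp4 -0.17 and Lpl -0.15). Fabp4 and Lpl fell less than the thermogenic (-0.56), fatty acid oxidation (-0.40) and TCA cycle (-0.29) means, and about as much as oxidative phosphorylation (-0.16). A smaller share of adipocyte RNA was therefore not excluded, least of all for the last of these sets. The fall was larger than the lists matched on exon length or GC content gave. Over all the genes of these 4 sets, the mean log2 fold change was -0.28 between the genotypes. Across the other 9 splits it was at most 0.24 in either direction, and at most 0.17 across those that part every pair, so that 1 of the 4 splits was as far from 0, the split by genotype. The split by genotype was thus the farthest from 0 of all 10. One hypothesis is that the fall follows the genotype. By splits alone it cannot be told apart from a chance difference between samples, because with so few of them no outcome could exclude chance. In the paper's qPCR of 8 control and 8 AKO mice, the paper's log2 ratios were -1.70 for Ucp1 and -0.87 for Cox7a1, in the same direction, and the paper's text does not state whether these mice were also in the pools.

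The 4 inflammatory genes that the paper names might rise because AKO samples hold more macrophages or more lymph node tissue. Within the groups, the median correlation of the 4 genes with the macrophage score was 0.114 (percentile 64.4 of 10000 matched lists), and with the lymph node score it was 0.373 (percentile 85.4). These medians lie between genes that followed the scores in opposite directions. The correlation with the macrophage score was 0.81 for Il1rl2, 0.53 for Gpnmb, -0.30 for Timd4 and -0.52 for Cxcl13. With the lymph node score it was -0.97 for Il1rl2, -0.06 for Gpnmb, 0.81 for Timd4 and 0.86 for Cxcl13. Neither score followed all 4 genes, and for single genes the macrophage explanation was left open. The lymph node score was 4.30 in AKO 1 and 4.11 in AKO 3, against 6.70, 4.06 and 4.02 in the control samples. All 4 genes were nevertheless higher in AKO 1 and AKO 3 than in every control sample. This argues against lymph node tissue as the source of the rise in AKO 1 and AKO 3. For AKO 2, with a score of 7.27, it was left open. The lymph node genes were uneven, with 279, 22.6 and 14.2 normalized counts of Cd22 in the control samples and 19.2, 360.3 and 18.3 in the AKO samples.

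The mitochondrial ribosomal RNAs mt-Rnr1 (positions 70 to 1024 of the mitochondrial genome) and mt-Rnr2 (1094 to 2675) were lower in AKO, with log2 fold changes of -0.949 and -0.998 (adjusted p = 0.0909 each from limma, not past the threshold). In the authors' deposited table their adjusted p-values are 1.4e-14 and 4.1e-18. All AKO samples were below all control samples for both. The 7 mitochondrial mRNAs tested were also lower, with a median log2 fold change of -0.28 against a mean of -0.97 for the ribosomal RNAs, so that less mitochondrial RNA of every kind would not account for the difference. The nuclear 45S ribosomal RNA Rn45s had a log2 fold change of -0.19 (adjusted p = 0.771 from limma), and its groups overlapped, so that removal of every ribosomal RNA that differs between libraries would not account for the fall either. Removal that differs only for the mitochondrial ribosomal RNAs, and reads shared with nuclear copies of the mitochondrial genome, were not tested.

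The reads of Nrg4 fell by 15.3% in AKO. The paper describes a LacZ reporter strain with the insertion between exons 3 and 5 of the locus, which points to exon 4, and the paper's text does not name the exon removed from the conditional allele. If only the reads of a single deleted exon were lost and reads covered the transcript evenly, the fall would equal that exon's share of the transcript. Exon 4 of the principal annotated transcript (chromosome 9, 55242061 to 55242207) holds 147 bases (7.63%), the last exon holds 61.55%, and no other exon holds more than exon 4, so that the loss of a single exon in this form would not give the fall. Uneven coverage, and a change in the level of a transcript that lacks an exon, were not tested. Reads from cells other than adipocytes, and from Fbxo22 on the opposite strand, were not separated. The lowest control sample was 402 normalized counts above the highest AKO sample, which separates the groups but does not show that the samples labelled AKO lack NRG4. Against a sample exchanged between the groups stand Zfp949, with 110 to 135 normalized counts in the control samples and 286 to 324 in the AKO samples, and Eif4a2 next to Adipoq, with 2401 to 2895 and 3460.0 to 3926. Both were named after their values were seen, so that they do not exclude it.

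Zfp949 was the gene that limma called higher in AKO, and it lies on the same chromosome as Nrg4. Of the 31 other tested genes within 5 Mb of it, 9 (29.0%) had a p under 0.05 before adjustment, a share above that of 99.7% of 13312 windows centered on other genes. They were 9330159M07Rik, 9430037G07Rik, A330041J22Rik, Morf4l1, Nt5e, Plod2, Plscr4, Tbc1d2b and Tbx18, and none had an adjusted p under 0.05. They changed in both directions, and neighboring genes are not independent. A candidate explanation is a strain difference carried with the Cre transgene, which the AKO mice have and the fl/fl mice lack, so that a change in this region cannot be put down to the loss of NRG4. The 4 tested genes within 150 kb of Adipoq, whose promoter drives the Cre, had a median log2 fold change of 0.36, above 99.4% of 6564 windows. Eif4a2 (0.49), Rfc4 (0.59) and St6gal1 (0.23) rose and Kng2 (-1.75) fell, and Rfc4 shares 12.65% of its exonic bases with Eif4a2 on the opposite strand. Extra copies of these genes on the transgene may account for the rises but not for the fall of Kng2. The site and content of the transgene were not tested.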
